A study of Mus musculus with 54 samples. Its data were reported in "Dynamic regulation of chromatin accessibility by pluripotency transcription factors across the cell cycle" (2019).

How the data were processed

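Chromatin accessibility was profiled by ATAC-seq in mouse embryonic stem cells of the line ZHBTc4. ATAC-seq uses the Tn5 transposase to cut and tag open DNA. In this line a Tet-Off promoter controls Pou5f1, which encodes OCT4, so that doxycycline (dox) switches its expression off. The cells carried mCherry-OCT4-AID, an OCT4 fusion that is degraded after indole-3-acetic acid (IAA, auxin) is added, and YPet-MD, a fluorescent cell cycle reporter. GEO's labels describe 54 samples in 24 groups. All values analysed here came from 1 list of merged peaks made from the whole series, so no value belonged to a sample or to a group.

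The authors aligned the reads to the mouse genome build GRCm38 with STAR, removed duplicate reads with Picard, discarded reads outside chromosomes 1 to 19, X and Y, called peaks with MACS2 on paired-end fragments, and merged the peaks of the dox-treated OCT4-AID experiments with BEDTools. The deposited list gives the chromosome, start and end of each merged region as plain positions in bp, with no score, count or signal per region. Whether peaks were called in each library or on pooled replicates was not stated. The methods of the study describe the removal of regions above 5 kb, of regions called in input samples and of blacklisted regions, whereas the list analysed here held 11 regions above 5 kb, so this removal had not been applied to all of it. The depth of the libraries is unknown from these values. A merged list keeps a region that was called in any library, so its number of regions and their widths grow with depth and with the number of libraries.

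Positions were compared with the sequence of GRCm38.p6 and the GENCODE release M21 annotation and are given 1-based. The chromosome names and lengths of this build held every region of the list. A peak was called proximal when its centre lay within 1 kb of an annotated transcription start site (TSS) of any transcript, and distal otherwise. Classes were assigned at the base in the peak centre, in the order promoter (within 1 kb of a TSS), exon, intron and intergenic. All statistics were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0, and plots were drawn with matplotlib 3.10.9.

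Peaks are not independent replicates, so chromosomes served as the units of the tests. The 19 autosomes and X were used, and Y was left out of tests over chromosomes because it held fewer than 100 peaks. Differences between sets of peaks were tested with a two-sided sign-flip permutation test over the differences per chromosome with 100000 resamples. Overlaps with the annotation and the clustering of peaks were compared with 1000 random placements of the same peaks on the same chromosome outside N bases, with two-sided p-values of which 0.002 is the smallest that these placements can give. Correlations across chromosomes were tested by permutation with 100000 resamples. Shares are given with Wilson 95% confidence intervals, which cover counting error only. Errors given as ± are standard deviations (SD) over chromosomes or over random placements, as stated.

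Motifs were matched on both strands as consensus sequences. These were ATTTGCATAACAATG with up to 2 mismatches for OCT4::SOX2, ATTTGCAT for OCT, CCWTTGTY for SOX, GGGYGKGGC for KLF, TCAAGGTCA for ESRRB, CCASYAGRKGGC with up to 1 mismatch for CTCF and SCCTSAGGS for AP-2, where letters other than A, C, G and T stand for sets of bases in the IUPAC code. The study used HOMER for its motif searches, and its motif matrices were not used here. The background of each peak was 1 window of the same width on the same chromosome, taken as the closest in GC content among 200 random windows that held no N bases and overlapped no peak. After this matching the mean GC content of distal peaks lay 0.18 percentage points above their windows, and that of proximal peaks 2.76 points above theirs, so proximal peaks were matched less well. Each consensus was also shuffled 20 times and matched in the same way. Shuffling keeps the letters but not their neighbours, so it can create CG pairs, and the windows were not matched on CG pairs. Enrichments in distal and proximal peaks were compared as log2 ratios of the share with a motif over the share in the background, with 0.5 regions added to each count. P-values were adjusted by the Benjamini-Hochberg method over the 7 motifs, with a threshold of 0.05.

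The positions of OCT4::SOX2 motifs within peaks were compared with 10000 draws of uniform positions in the same peaks. The number of distal peaks within 50 kb of a gene's TSSs was counted for a list of 10 pluripotency genes, and the median of the list was compared with those of 10000 random lists of protein-coding genes that also had a peak at their own TSS. Clusters were runs of at least 3 distal peaks with gaps below a limit midway between 0 and 25 kb, which is the distance commonly used to stitch enhancers.

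The tests were checked on simulated data with known answers. All 200 planted motifs were found (100%), and none of 1800 other windows held a match (0%). Of 400 sign-flip tests on data without a difference 4.25% gave p under 0.05, and of 400 tests with a shift of 1 SD 99% did. Regions placed uniformly gave a proximal share 1.04 times that of random placement (5000 regions).

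Genes were named by a rule fixed before the data were examined. The named genes are the 10 pluripotency genes of the list, the differentiation markers Dlx3, Eomes and Esx1, Myc and Cntln, which the study measured by RT-qPCR, and Ccnb1 and Pgk1, parts of which belong to the expression constructs. The rule also covers the regions that the study displayed as examples, the widest peak and the densest cluster of distal peaks, taken as the cluster with the most of them. Genes beside these regions are named only to place them. Alternatives to the distance to a TSS, the annotation, the width of peaks, the chromosomes used, the background windows, the mismatches, repeat sequence, the gene list distance and the cluster gap were computed for 27 results, and their effect is described at the end. Comparisons between IAA-treated and control cells, between cell cycle phases and between time points were left out, since a merged list carries no values per sample.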

Results

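The experiments asked whether OCT4 is needed in each phase of the cell cycle to keep regulatory regions open, and how quickly accessibility follows the loss and the return of the protein. Chromatin accessibility was measured by ATAC-seq in ZHBTc4 mouse embryonic stem cells expressing mCherry-OCT4-AID, with dox present to remove untagged OCT4. The 54 samples formed 3 sets. In the cell cycle set of 22 samples, cells were given 500 nM IAA for 2 hr or left untreated, with 26 hr of dox in total, and were sorted into the phases EG1 and LG1 (early and late G1), S, and SG2 (the end of S together with G2). EG1, LG1 and S phase had 3 replicates per treatment, and SG2 phase had 2. In the washout set of 16 samples, cells received IAA or not for 2.5 hr, were washed and were kept for 4.5 hr before sorting into the same 4 phases, with 2 replicates per treatment and phase. In the time course of 16 samples, unsorted cells were left untreated or treated with IAA for 30 min or for 1, 2, 3, 4, 6 or 10 hr, with 2 replicates each.

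The values analysed here were the positions of the peaks merged over these experiments. They describe which regions were accessible in at least some of the libraries. Differences between treatments, phases and time points were not analysed here, there were no replicates of the list, and the depth behind each peak is unknown.

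The merged list held 113737 peaks on 21 chromosomes, with a total width of 67111176 bp. This covered 2.53% of the sequence of these chromosomes outside N bases. The median width was 447 bp, the 10th percentile was 215 bp and the 90th percentile was 1186 bp. The narrowest peak spanned 152 bp and the widest 38206 bp, and 11 peaks exceeded 5 kb. Peaks narrower than 200 bp made up 4.69% of the list. The number of peaks changed little with the choices made here, and it fell most, to 108406, when peaks under 200 bp were left out.

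To ask where accessible regions lay relative to genes, peaks were divided by their distance to the nearest TSS. Of all peaks, 23943 were proximal, a share of 21.1% (95% confidence interval, CI, 20.8 to 21.3%), and 89794 were distal. Random placement of the same peaks gave a proximal share of 6.29 ± 0.0728% (SD over 1000 placements), so that proximal peaks were 3.35-fold more frequent (placement permutation p = 0.002, the smallest value these placements can give). The distance that defines a proximal peak moved this ratio most, from 2.09 at 2500 bp to 5.17 at 500 bp. Proximal peaks were wider than distal peaks on 20 of 20 chromosomes. The median width per chromosome averaged 971 ± 46.0 bp for proximal and 386 ± 26.3 bp for distal peaks (SD over 20 chromosomes), a difference of 585 ± 36.2 bp (sign-flip permutation p = 2e-05).

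The other classes departed from random placement as well. Peaks centred in exons further than 1 kb from a TSS made up 4.84% of the list (CI 4.72 to 4.97%) and 3.37 ± 0.0525% of randomly placed peaks, a ratio of 1.44. Introns held 34.9% of peaks (CI 34.7 to 35.2%) against 40.2 ± 0.147% at random, a ratio of 0.870. Intergenic sequence held 39.2% (CI 38.9 to 39.4%) against 50.2 ± 0.150%, a ratio of 0.780. Each of these 3 classes lay outside all 1000 random placements (two-sided permutation p = 0.002).

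**Figure D1:**
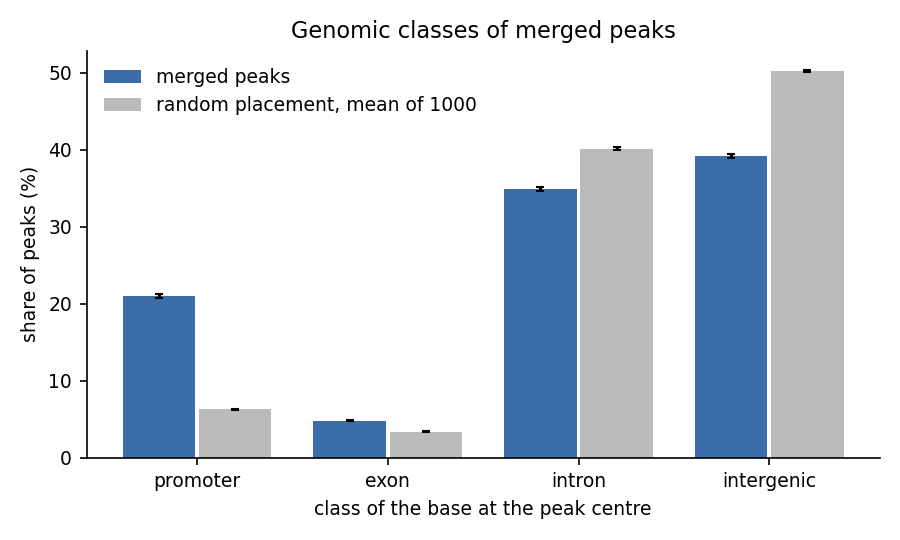
Share of merged peaks (y axis, in percent) in each of 4 genomic classes (x axis), for the merged peaks with 95% Wilson intervals and for the mean of 1000 random placements with SD. Promoters and exons hold more peaks than random placement gives, and introns and intergenic sequence hold fewer.

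Since GC content affects how often a sequence motif occurs by chance, the base composition of peaks was compared with that of random windows of the same width and chromosome. Distal peaks had a GC content of 47.8 ± 0.969% (SD over 20 chromosomes) and their windows 41.5 ± 1.01%, a difference of 6.32 ± 0.790 percentage points. Proximal peaks had a GC content of 56.3 ± 0.969% and their windows 41.4 ± 0.970%, a difference of 14.9 ± 0.898 points. Both differences were positive on 20 of 20 chromosomes (sign-flip permutation p = 2e-05 for each), and the next comparison therefore used windows matched on GC content.

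To ask which binding sequences mark distal accessible regions, 7 consensus motifs were counted in distal peaks and in matched windows. The composite OCT4::SOX2 motif occurred in 236 distal peaks, a share of 0.263% (CI 0.231 to 0.299%), and in 115 matched windows, a share of 0.128% (CI 0.107 to 0.154%). The ratio was 2.05, and the share was higher in peaks on 19 of 20 chromosomes (sign-flip permutation, adjusted p = 2.33e-05). None of the 20 shuffled versions of this motif was as enriched, with a highest ratio of 1.60. The size of this ratio varied with the background. Against windows 5 kb to the side of each peak, which were not matched on GC content, it was 1.26 (sign-flip permutation, adjusted p = 0.0163). Against random windows without matching it was 1.15, which did not differ from equality (sign-flip permutation, adjusted p = 0.218).

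Among the other motifs, CTCF was present in 16.1% of distal peaks (CI 15.9 to 16.4%) and in 5.12% of matched windows, a ratio of 3.15, and none of its shuffled versions reached this ratio. The SOX motif was present in 12.8% of distal peaks (CI 12.6 to 13.1%) and 8.86% of windows, a ratio of 1.45, again above all 20 shuffled versions. The ESRRB motif had a ratio of 2.69, which 1 of 20 shuffled versions reached, and the KLF motif had a ratio of 2.45, which 2 of 20 reached. These 4 motifs were more frequent in peaks on 20 of 20 chromosomes (sign-flip permutation, adjusted p = 2.33e-05 for each). The AP-2 motif had a ratio of 1.66 on 20 of 20 chromosomes with the same adjusted p, but 8 of its 20 shuffled versions were at least as enriched. The OCT motif alone was present in 3.05% of distal peaks (CI 2.94 to 3.17%) and 2.63% of windows (CI 2.52 to 2.73%). Its ratio was 1.16, with a higher share on 16 of 20 chromosomes (sign-flip permutation, adjusted p = 0.00023), and 9 of 20 shuffled versions were at least as enriched. The median share of shuffled versions was 0.161% for ESRRB, 1.33% for KLF, 1.44% for AP-2 and 1.43% for OCT. The motifs themselves had shares of 3.11%, 8.90%, 6.18% and 3.05%, respectively. Shuffling can create CG pairs, which the windows were not matched on. The number of shuffled versions that reached a motif therefore cannot decide how specific its enrichment is. The direction for the OCT motif reversed against windows not matched on GC content, with a ratio of 0.737.

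**Figure D2:**
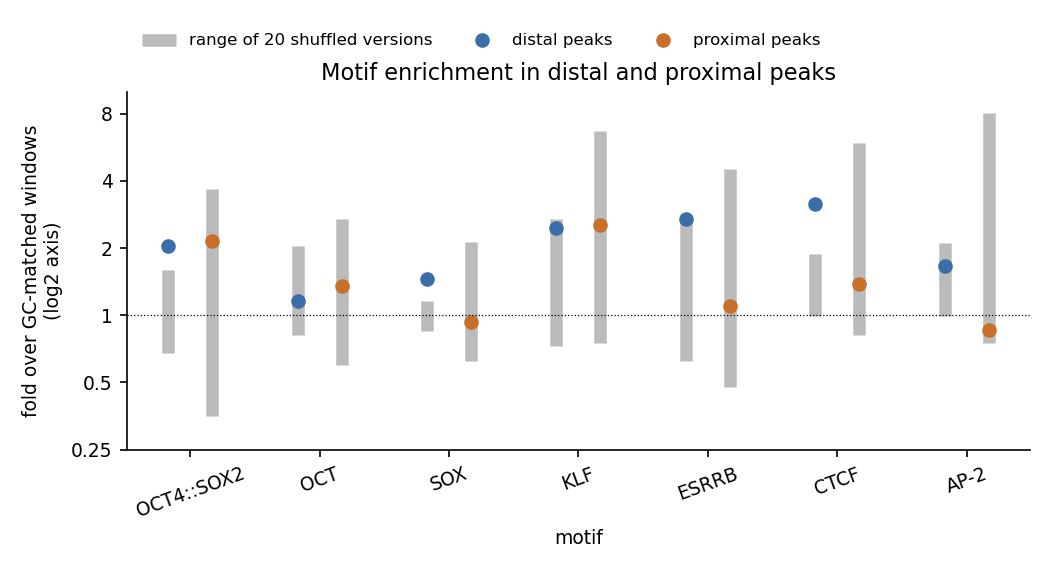
Ratio of the share of peaks with a motif to the share of GC-matched windows (y axis, log2 axis, no unit) for 7 motifs (x axis), with points for distal and proximal peaks and grey bars for the range of 20 shuffled versions of each motif. In distal peaks OCT4::SOX2, SOX and CTCF lie above the whole range of their shuffled versions, and in proximal peaks no motif does. Shuffling can create CG pairs, on which the windows were not matched.

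Distal and proximal peaks were then compared, each relative to its own matched windows. The log2 enrichment was higher in distal peaks for ESRRB by 1.30 ± 0.61 (SD over 20 chromosomes), for CTCF by 1.19 ± 0.27, for AP-2 by 0.95 ± 0.23 and for SOX by 0.63 ± 0.14. Each of these 4 differences was positive on 20 of 20 chromosomes (sign-flip permutation, adjusted p = 3.5e-05). For OCT4::SOX2 the difference was 0.11 ± 1.36 and was positive on 9 of 20 chromosomes, well within its spread (sign-flip permutation, adjusted p = 0.721). Only 54 proximal peaks and 25 of their windows held this motif, which limits the precision of this comparison. The difference passed the threshold against backgrounds not matched on GC content, where it was largest at 1.36. No difference was detected for OCT, at -0.14 ± 0.39, or for KLF, at -0.11 ± 0.30 (sign-flip permutation, adjusted p = 0.131 for each, n = 20 chromosomes). Both of these changed direction under at least 1 alternative, with values of 0.95 for OCT against unmatched windows and 0.040 for KLF with 1 more mismatch. In proximal peaks, shuffled versions were at least as enriched as the motif itself in 15 of 20 cases for KLF, 14 for CTCF and 18 for AP-2. These counts cannot decide how specific the motifs are either, since the windows were not matched on CG pairs.

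Merged peaks can be wide, so the place of the OCT4::SOX2 motif within distal peaks was examined. The mean distance of the 236 motifs from the peak centre was 0.438 of the distance between centre and edge, and uniform positions in the same peaks gave 0.486 ± 0.0185 (SD over 10000 draws). Motifs thus lay closer to the centre (permutation p = 0.01). The median distance was 122 bp, and 44.1% of motifs lay within 100 bp of the centre. With 3 mismatches allowed, 2177 motifs gave a mean of 0.467 (permutation p = 0.0016).

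**Figure D3:**
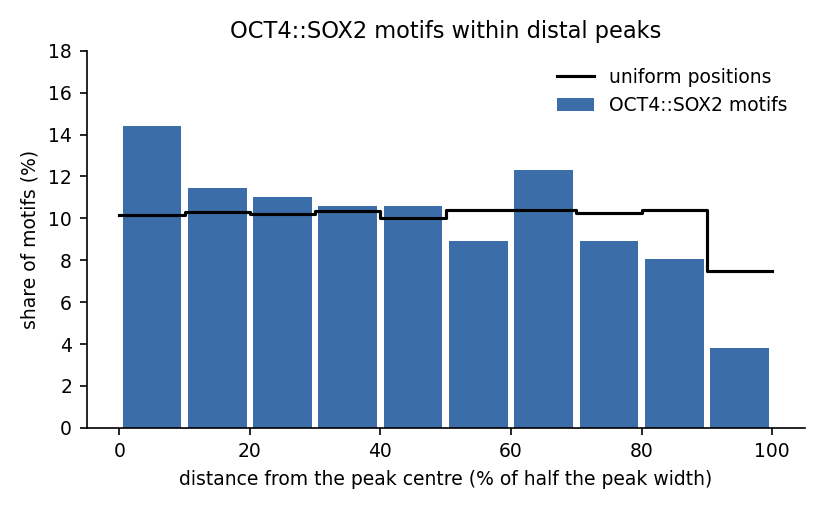
Share of OCT4::SOX2 motifs in distal peaks (y axis, in percent) by distance from the peak centre, as a percentage of the distance from centre to edge (x axis). Bars are the 236 motifs, the line is the mean of uniform draws, and the bar next to the centre reaches 14.4% where the line is at 10.2%.

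Chromosomes differed in their number of peaks per Mb. The 19 autosomes had 46.5 ± 5.46 peaks per Mb (SD), with a lowest value of 32.3 on chromosome 16 and a highest value of 56.7 on chromosome 11. Chromosome X had 11.9 peaks per Mb, below every autosome, and Y held 44 peaks. To ask whether this followed the density of genes, peaks per Mb were related to annotated TSSs per Mb over the 19 autosomes and X. Pearson's r was 0.576 (permutation p = 0.00874, n = 20) and Spearman's rho was 0.683 (permutation p = 0.00126, n = 20). Without chromosomes 7 and 17, which lay farthest from the median TSS density, r was 0.686 (permutation p = 0.00117, n = 18). Pearson's r lost significance when X was left out, at 0.448 (permutation p = 0.0556, n = 19), while rho remained at 0.630 (permutation p = 0.00474, n = 19). The linear relation thus rested in part on X. Without chromosomes 7 and 17 as well, the autosomes gave r = 0.569 (permutation p = 0.017, n = 17). For distal peaks alone r was 0.414 (permutation p = 0.0737, n = 20), and 0.573 without these 2 chromosomes (permutation p = 0.0133, n = 18). This was the only relation across chromosomes tested by correlation.

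**Figure D4:**
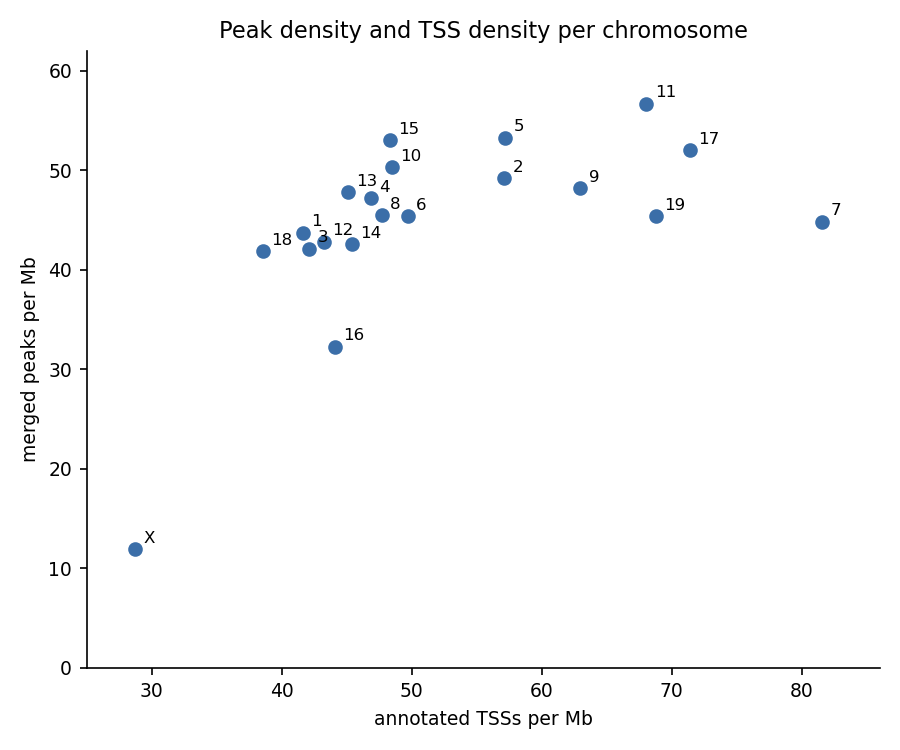
Merged peaks per Mb (y axis) against annotated TSSs per Mb (x axis, which starts above 0), with 1 point per chromosome, labelled by its name. Chromosome X lies at 11.9 peaks per Mb and 28.7 TSSs per Mb, apart from the 19 autosomes.

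Distal peaks were also unevenly spread within chromosomes. The largest step in density between adjacent intervals of 5 Mb lay on chromosome 14 at position 97707729, which was singled out after its values were seen. The 5 Mb before it held 11 distal peaks and the 5 Mb after it held 476. From this position to the end of the sequenced part of the chromosome at 124802244 there were 2521 distal peaks, or 93.0 per Mb, whereas the 227 other autosomal windows of 10 Mb had a median of 34.2 per Mb and a maximum of 85.1.

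**Figure D5:**
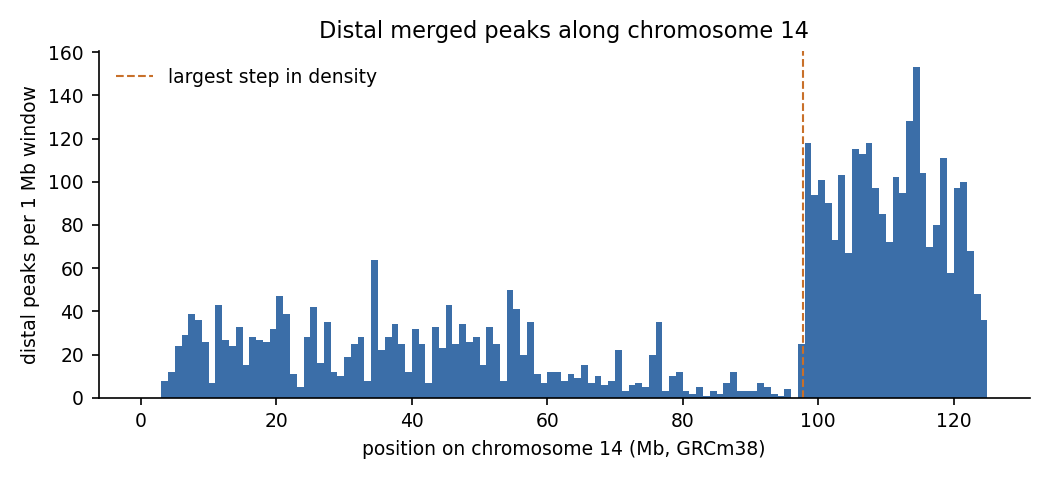
Number of distal peaks in each 1 Mb window (y axis) along chromosome 14 (x axis, in Mb, GRCm38), with a dashed line at the largest step. The 5 Mb before the line hold 11 distal peaks and the 5 Mb after it hold 476.

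Distal peaks lay close to other distal peaks more often than random placement gives. Clusters of at least 3 distal peaks with gaps below a limit midway between 0 and 25 kb held 47459 distal peaks, or 52.9% (CI 52.5 to 53.2%). Random placement on the same chromosome gave 32.4 ± 0.237% (SD over 1000 placements), a ratio of 1.63 (permutation p = 0.002, the smallest these placements can give). When peaks were moved only within 1 Mb of their position, the random share rose to 39.7 ± 0.222% and the ratio was 1.33 with the same p. There were 10003 such clusters, with a median of 4 peaks, and 540 held at least 10. The cluster with the most distal peaks held 62 of them on chromosome 4 from 147382885 to 147618594, a stretch of 235.71 kb with the zinc finger genes Zfp978, Zfp982, Zfp985 and Zfp979 and the predicted gene Gm16503. None of its peaks (0 of 62) held an OCT4::SOX2 motif. This consensus occurred in only 0.263% of all distal peaks, so 62 peaks are too few to show a lack of it.

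To ask whether genes of the pluripotency network were surrounded by many accessible regions, distal peaks within 50 kb of a TSS were counted for Pou5f1, Sox2, Nanog, Esrrb, Klf4, Klf5, Sall4, Tbx3, Nr0b1 and Tfcp2l1. All 10 genes had a peak at their own TSS, as did 15535 of 21938 protein-coding genes (70.8%). The median of the list was 10 distal peaks, with a range of 2 to 26, and the median over random lists was 5.5. The list lay at percentile 99.65 of 10000 random lists (two-sided permutation p = 0.0094). Random genes were not matched on the number or spread of their TSSs, which widen the region searched. The result was sensitive to single genes. Leaving out each gene in turn gave p from 0.0026 to 0.198, and 5 of the 10 shortened lists stayed under 0.05. The 5 others were those without Pou5f1, Nanog, Esrrb, Klf5 or Tbx3, each at percentile 93.1. Within 20 kb the full list lay at percentile 96.21 (permutation p = 0.114).

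Among single genes, Esrrb (chromosome 12, 86361117 to 86521628) had the most distal peaks of the list, 26 within 50 kb. Esrrb has 5 annotated TSSs in a long gene, so a wider region was searched than for Sox2 or Nr0b1, with 1 TSS each. Tbx3 (chromosome 5, 119670669 to 119684724) had 17, and Nanog (chromosome 6, 122707489 to 122714633) had 14. Klf5 (chromosome 14, 99298691 to 99315036) also had 14, and it lies in the dense part of chromosome 14 beyond the step described above. Pou5f1 (chromosome 17, 35506018 to 35510772) had 12, of which 1 held an OCT4::SOX2 motif, the only such peak near the 10 genes. Its TSS lay in a peak of 2335 bp from 35504919 to 35507253, and its coding sequence is also part of the expression construct. Klf4 (chromosome 4, 55527143 to 55532466) had 3 distal peaks and Nr0b1 (X, 86191764 to 86195947), on the chromosome with the lowest density apart from Y, had 2. Of the other named genes, Dlx3, Eomes, Myc, Cntln, Ccnb1 and Pgk1 had a peak at their own TSS, with 13, 9, 5, 5, 7 and 3 distal peaks within 50 kb, respectively. The nearest peak to a TSS of Esx1 (X, 137115397 to 137122083) had its centre 1003 bp away, just beyond the limit of 1 kb. That peak ran from 137117886 to 137120449 (2564 bp), so this TSS lay within it, although it was not counted as a TSS peak.

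The regions that the study displayed as examples overlapped peaks of the list. Those on chromosomes 9 and 11 were shown in other cell lines, with OCT4 degraded at the end of mitosis or with a control OCT4. The region on chromosome 9 gained accessibility on this loss of OCT4 and that on chromosome 11 lost it. On chromosome 10 the peak from 95455826 to 95456819 (994 bp) lay in an intron of the non-coding gene Gm47599, 39143 bp from the nearest protein-coding TSS, that of Socs2. On chromosome 3 the peak from 137779908 to 137780687 (780 bp) was intergenic, 84189 bp from H2afz, and held 1 OCT motif. On chromosome 9 the peak from 41247953 to 41248461 (509 bp) was intergenic, 86510 bp from Ubash3b. On chromosome 11 the peak from 6894596 to 6895826 (1231 bp) was intergenic, 57557 bp from Gm11983, and was wider than the displayed region, which it contained. None of these 4 peaks held an OCT4::SOX2 motif as defined here. With this consensus in 0.263% of distal peaks, its absence from 4 peaks says nothing about the motif that the study searched for. The widest peak of the list spanned 38206 bp on chromosome 9 from 3000008 to 3038213, close to the start of the sequenced part of the chromosome, and 96.3% of its bases were repeat-masked.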

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

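The tests of the report's comparisons, the named genes and all alternatives except 4 were chosen before the data were examined. This leaves out the step in density on chromosome 14 and the tests listed in the next part as chosen after the result was seen. The alternatives chosen after seeing the data were a more degenerate OCT4::SOX2 consensus (used for both motif comparisons), the density correlation without chromosome 14 and the gene list without Klf5. Of 165 alternatives for 27 results, 143 kept the direction and the side of the threshold of 0.05 (or, for the number of peaks, stayed within 1.5 times the reported count), 7 lost significance, 9 gained it and 6 reversed direction. No alternative changed the direction or the call for the proximal share (ratios from 2.09 to 5.17), the width difference (396 to 681 bp), the 4 genomic classes, the GC differences, the motif position, the clustering (ratios from 1.16 to 2.26), or the SOX, ESRRB, CTCF and AP-2 motifs in both motif comparisons and KLF in distal peaks.

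For the motif shares in distal peaks, most of the changed calls came from the background windows, while the mismatches moved some ratios further, such as that for CTCF (18.3 with 1 mismatch fewer and 1.22 with 1 more). Against windows of the same width and chromosome not matched on GC content, the ratio for OCT4::SOX2 in distal peaks fell to 1.15 (sign-flip permutation, adjusted p = 0.218; from 2e-05 to 0.0163 over its other alternatives), and that for OCT reversed to 0.737. Windows 5 kb to the side of each peak also reversed OCT, to 0.828. These windows are poorer in GC than the peaks, and an AT-rich motif is more frequent in them by construction. With 1 more mismatch the OCT ratio was 1.01 (sign-flip permutation, adjusted p = 0.0886), and the cause was not tested.

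In the comparison of distal with proximal peaks, the log2 difference for OCT4::SOX2 passed the threshold against unmatched windows (1.36), side windows (1.32) and with 1 more mismatch (0.37). The values with 1 mismatch fewer (0.70) and with the degenerate consensus (0.90) also did, but say nothing about the direction. They rest on 6 and 21 proximal peaks and on 0 and 1 of their windows, so that the 0.5 regions added per chromosome set the result, and over all chromosomes together the degenerate consensus had a ratio of 21 in proximal and 4.89 in distal peaks. The OCT difference reversed to 0.95, 0.59 and 0.038 against unmatched windows, against side windows and with 1 more mismatch. The KLF difference passed the threshold at -0.77 and -0.63 against the same 2 backgrounds, at -0.50 in the central 200 bp and at -0.16 without repeat-masked bases, and reversed to 0.040 with 1 more mismatch. For the mismatches, the central bases and the repeats the cause was not tested.

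The correlation of peak density with TSS density lost significance on autosomes alone (r = 0.448) and for distal peaks (r = 0.414), and was again past the threshold in both when chromosomes 7 and 17 were left out. The first leaves out X, the point with the lowest values, and for the second the cause was not tested. The pluripotency gene list fell to percentile 96.21 within 20 kb, to 93.22 without Klf5 and to 50 when only distal peaks with an OCT4::SOX2 motif were counted. In the last case the median was 0 for the list and for every random list, so this alternative could not separate them. The shortened list has 9 genes, and leaving out any of 4 other genes gave a similar change, while for the 20 kb distance the cause was not tested.

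No paired analysis was possible because the groups share replicate numbers in the labels but the merged list carries no values per sample. For the same reason no fit without a replicate was made. The unknown depth limits the number and the width of the peaks, and with them the shares of peaks that carry a motif.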

Other observations

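The tests on chromosome X, on the low number of OCT motifs, on short sequences in wide peaks, on the step on chromosome 14 and on position along chromosomes were chosen only after the result was seen. The list belongs to no group of samples, so no biological explanation was tested for any of these patterns.

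The step in distal peak density on chromosome 14 stood apart from all others. At position 97707729 the number of distal peaks rose from 11 to 476 between adjacent intervals of 5 Mb. Steps were ranked by the log2 ratio of these numbers after 10 was added to each, which was 4.53 here. The next largest step, on chromosome 17 at 73400000, went from 208 to 24 distal peaks, a value of -2.68. A change in gene density is argued against as the whole cause, since TSSs rose only 2.38-fold at the step, while peaks rose 43.3-fold. A change in repeat content is argued against as well, since the sequence outside repeats rose 1.12-fold. The step has 2 parts, since the density of 93.0 distal peaks per Mb past it was 2.72 times the median of other windows, while the 5 Mb before it had only 2.2 per Mb, less than any of 448 windows of 5 Mb on the other autosomes (median 34.7). For the dense part, a candidate explanation is that the cells carried more copies of the distal 27.1 Mb of this chromosome, so that weaker sites passed the peak caller. Such a gain would leave the density before the step near that of other windows, so the sparse part needs another cause. That part was longer than 5 Mb. From 58000001 to 93000000 all 7 windows of 5 Mb had between 4.2 and 14 distal peaks per Mb, each among the lowest 5% of the windows of other autosomes. Few genes and low GC content do not account for it. Of these windows, 6 had at least 20 windows of similar GC content and TSS density to compare with, and all 6 were among the lowest 5% of those, with a median ratio of 0.247 to their median density. The cause of the sparse part was left open. The gain required narrower peaks past the step, and the median width there was 301 bp. This compares with a median of 390 bp over 227 other autosomal windows of 10 Mb, of which 2 were as narrow, and with 352.5 bp over the 65 windows within 1 percentage point of its GC content, of which 1 was. Copy number itself was not measured here, and reads over this region would be needed to test it. The pattern has a consequence for the gene list, because Klf5 lies at 99298691, past the step, and its 14 distal peaks within 50 kb may reflect the region more than the gene. Without Klf5 the list lay at percentile 93.22.

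Chromosome X had 8.07 distal peaks per Mb, 0.220 of the autosome mean of 36.7 ± 4.23 (SD, n = 19). Fewer genes do not account for this, since X had 0.416 peaks per annotated TSS and the lowest autosome had 0.550. More repeat sequence does not account for it either, since X had 22.4 peaks per Mb of sequence outside repeats and the lowest autosome had 48.2. A lower number of copies of X, which would give fewer reads, cannot be told apart from other causes. It would spare strong promoter peaks, and proximal density was indeed less reduced, at 0.395 of the autosome mean. Yet promoters were missing too, with a TSS peak at 51.5% of the protein-coding genes on X and 73.2 ± 5.92% on autosomes (SD, n = 19), and their expression was not measured here.

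Density also varied with the position along chromosomes. Beyond the midpoint, away from the centromere, autosomes had 43.1 ± 7.49 distal peaks per Mb (SD, n = 19) and before it 30.0 ± 4.54, a log2 ratio of 0.51 ± 0.44 that was above 0 on 18 of 19 autosomes (sign-flip permutation p = 0.0003). The exception was chromosome 16, with 17.1 beyond and 32.7 before the midpoint. More genes, higher GC content or fewer repeats could produce such a difference. Regressions with these 3 terms were therefore fitted to each autosome separately, on 11 to 38 windows of 5 Mb (472 in all). The position term had a mean of 0.851 ± 0.740 on the log2 scale per chromosome length (SD, n = 19). It was above 0 on 17 of 19 autosomes (sign-flip permutation p = 0.00028), though each fit rested on few windows. The origin of the remaining term was left open.

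Base composition and width do not account for the OCT4::SOX2 enrichment in distal peaks. The ratio of 2.05 was computed against windows matched on both, and the highest of 20 shuffled versions reached 1.60. The number of such peaks was nevertheless small, 236 of 89794. One candidate explanation for the few OCT motifs is that a fixed consensus misses sites that differ from it. This cannot be told apart from a true scarcity within the list. The study's own search, with other motif matrices and in other sets of loci, found the composite motif at many more loci than the list held here, which goes with this explanation. In a search of all 8-base sequences in the central 200 bp of distal peaks, TATGCAAA ranked 725 of 32213. It was the best placed of the tested pieces of the composite motif that overlap the octamer ATTTGCAT. The octamer itself, which reads ATGCAAAT on the other strand, ranked 1623 with a ratio of 1.30. The first by the score described below was CAAGGTCA, part of the ESRRB motif, with a ratio of 2.58. That search ranks exact pieces and does not count sites that differ from them. With 3 mismatches allowed 2115 distal peaks held the motif, at a ratio of 1.54, so sites further from the consensus were also enriched. Whether OCT4 binding sites fell outside the list was not tested.

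The OCT4::SOX2 enrichment seemed to rise with peak width. Over 4 width classes of distal peaks it was 1.43, 1.43, 2.15 and 2.45 from the narrowest to the widest. The log2 difference between the widest and the narrowest class was 0.79 ± 1.64 (SD over 20 chromosomes). It was above 0 on 12 of 20 chromosomes (sign-flip permutation p = 0.0445). Only 20 peaks and 14 matched windows held the motif in the narrowest class, too few over 20 chromosomes for this test to decide. Longer sequence in wider peaks cannot be told apart from other causes. In the central 200 bp the ratio of the enrichments was 1.75. The log2 difference there was 0.14 ± 2.04, above 0 on 8 of 20 chromosomes (sign-flip permutation p = 0.776). These values rest on 25 peaks in the widest and 19 in the narrowest class, again too few to decide. With 3 mismatches allowed, and 266 peaks in the narrowest class, no rise was detected in whole peaks (log2 difference 0.05 ± 0.73, sign-flip permutation p = 0.752, n = 20).

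CTCF motifs occurred in 13.6% of distal peaks with an OCT4::SOX2 motif and in 16.1% of those without, an odds ratio of 0.816. Within 50 strata of width and GC content, 32 peaks held both motifs and 50.6 would have without an association, a Mantel-Haenszel odds ratio of 0.561. The count was below that number on 16 of 20 chromosomes (sign-flip permutation p = 0.00462, adjusted over 8 tests to 0.0185). With 3 mismatches allowed for OCT4::SOX2 the odds ratio was 0.771, below on 18 of 20 chromosomes (sign-flip permutation, adjusted p = 0.00144), but without strata the shares were close, 16.5% with and 16.1% without the motif, an odds ratio of 1.03. The depletion thus appeared mainly among peaks of similar width and GC content, and differences in these do not account for it. That the composite motif and CTCF sites may tend to mark separate accessible regions is a hypothesis from the same data. The study had related evidence from ChIP-seq, which measures binding rather than motifs. Of its groups of OCT4-bound loci, the one most enriched for the composite motif had little CTCF and RAD21 binding. For ESRRB the odds ratio was 1.52 and did not pass the adjustment (sign-flip permutation, adjusted p = 0.162, n = 20).

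Many short sequences enriched in the widest class of distal peaks lay mostly in repeat-masked bases. Sequences were ranked by the difference between the numbers of peaks and of matched windows that held them, divided by the square root of 1 plus their sum, which favours frequent sequences over high ratios. Only the central 200 bp of peaks and windows were searched. The first was ACAATAGA, found there in 730 of 22444 peaks and in 106 matched windows, a ratio of 6.89. GACTATAC, ranked 14, had a ratio of 11.6. A candidate explanation is that these peaks contain copies of repeats. Of the occurrences found of ACAATAGA, 78.4% lay in repeat-masked bases, against 22.2% of all bases in the central 200 bp of these peaks. Of the 20 sequences ranked highest, 16 lay mostly in such bases. Over all distal peaks ACAATAGA ranked 3, in 1598 peaks and 451 matched windows, and 63.3% of its occurrences were repeat-masked. Repeats were therefore not shown to account for all of its enrichment. ACAATAGA, ACAATGGC, CATTGTAA and CCATTGTA also share ACAAT, or ATTGT on the other strand, with the SOX consensus. Which repeat families are involved was not analysed here.

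At Pou5f1, 76.5% of the coding bases and 61.6% of the intron bases lay in peaks. The coding share was at percentile 95.4 of the 15535 protein-coding genes with a TSS peak. Reads from the integrated mCherry-OCT4-AID construct, which carries the coding sequence without introns, could add to peaks over the exons. This cannot be told apart from accessibility of the endogenous gene, which is short. Dox was present to switch off Pou5f1 expression from the Tet-Off promoter, and expression was not measured here. Whether sequence under that promoter also adds reads to the exons is unknown from the list. Among 3059 genes of similar length the coding share lay at percentile 91.5, and the excess of exons over introns at percentile 63.4 of 2841 such genes. Reads from the construct that span a junction would also fill short introns. Ccnb1 and Pgk1 do not help to decide, since the constructs carry only a fragment of the Ccnb1 coding sequence and only the promoter of Pgk1.

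The 11 peaks above 5 kb were 47.1% repeat-masked on average, against 20.4% for all peaks. Of these, 5 lay on chromosome 4. A second cluster of 55 distal peaks on chromosome 4 from 147230986 to 147355042 lay next to the largest one, with Zfp988. These regions were chosen after their values were seen.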
